A study of Homo sapiens with 6 samples. Its data were reported in "LncRNA PCAT1 activates AKT and NF-κB signaling in castration-resistant prostate cancer by regulating the PHLPP/FKBP51/IKKα complex" (2019).

How the data were processed

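RNA-seq was run on 6 samples of LNCaP-AI, an androgen-independent line grown out of the human prostate cancer cell line LNCaP by prolonged culture without androgen. Per the labels, 3 samples received an shRNA against the long non-coding RNA PCAT1 (shPCAT1) and 3 received a scramble shRNA (shSCR). The labels give replicate numbers but do not say that the replicates came from separate cultures, so every p-value measures only the spread between these samples, which may be technical.

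According to the study's methods, poly(A) RNA was enriched, strand-specific libraries were made and single-end short reads were sequenced. The submitters' processing notes name HISAT2 2.0.4 and the hg19 build, while the study's methods name another aligner with GRCh37 Ensembl models, and the table does not settle which was used. The deposited FPKM values (fragments scaled by transcript length and mapped reads) were computed by the authors with Ballgown. The deposited table lists 29091 transcripts under 11848 gene names, and 0 of these transcripts are of another class than protein coding. Every listed transcript had a mean FPKM of at least 0.5 in 1 group or the other. The authors also deposited, per transcript, the group means of log2(FPKM + 1), their difference as a log2 fold change, the same as a linear fold ratio, a p-value and a q-value. Recomputing showed that the deposited p-value is that of an ordinary equal-variance test on log2(FPKM + 1), although the study's methods name DEGseq. The deposited q-value is not the Benjamini-Hochberg value over the listed transcripts, the largest difference being 0.0354. Counts were not used here, so the depth of each library is unknown and no counting interval is given. The sums of listed FPKM ranged from 263353 to 303477 per sample and are not depths. An estimate of exactly 0 can be a failed estimate, so genes at that value are described only as listed at 0.

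PCAT1 itself was not analysed here, so the extent of the knockdown was not checked in these samples. For the comparison of genes, the FPKM of all listed transcripts with the same gene name were summed. Genes with a mean of at least 1 FPKM over the 6 samples were kept (10825 genes). The values were put on the scale log2(FPKM + 1), that is with a pseudocount of 1, and tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend and robust), shPCAT1 against shSCR with no covariate. A fold change is on that scale and understates the change of low genes. Benjamini-Hochberg adjusted p-values of at most 0.05 were called. An exact permutation test of 3 against 3 samples cannot give a p below 0.1 and was not used for single genes. The comparison of transcripts used the same steps on 20474 transcripts. The study's own thresholds, a fold change of at least 1.5 and an unadjusted p of at most 0.05, were applied to the authors' deposited columns. Gene lists were fixed before the data were examined, as were the tests, the alternatives and the rule for named genes. The 26 lists with at least 5 measured genes were tested with camera at a preset inter-gene correlation of 0.01, adjusted over lists, with an estimated correlation and with fry beside it. Another 4 lists had fewer measured genes and were not tested. The list of genes that the study picked on these samples as lowered was tested among them, and its direction is therefore not independent evidence.

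The named genes were, by the rule, the 12 largest increases and the 12 largest decreases among called genes whose groups did not overlap, 20 genes set in advance, mostly of proteins the study assayed or modelled, and up to 4 members with the smallest p of each list described. Some of these genes, and some of the lists, are not reported here. Members named outside the rule are said to be so. Locations are those of the highest transcript of a gene as the authors' table gives them, on hg19.

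The fits were tested on simulated data made from the same genes, in which 200 genes were changed by known amounts. The changed genes or transcripts were drawn from those with a mean log2(FPKM + 1) above 2, so the shares do not cover lower ones. Of 100 genes changed by 1 on the log2 scale 23% were recovered, and of 100 changed by 2, 64%, with 1 false call. With shSCR replicate 3 left out the shares were 56% and 79%, with 5 false calls. At the level of transcripts the shares were 0% and 12%, with 0 false calls. With a shift of 0.5 planted in 1 list, 0 of the other lists were called. The simulated noise was independent between genes and held no GC trend. The counts of false calls therefore do not cover genes or lists that move together, as in the real libraries.

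The alternatives were a pseudocount of 0.1, no filter, a filter at a mean FPKM of 5, upper quartile scaling, quantile normalization, the replicate number as a block, limma without trend or robust fit, the ordinary test, and each sample left out in turn. A fit on protein-coding transcripts alone was not run because it is the same as the fit made. After seeing the data, a correction for GC content was added, alone and together with leaving out shSCR replicate 3. It removed from each library a natural spline with 5 degrees of freedom of its deviations from the gene means on the GC content of the highest transcript of each gene, which was known for 99.3% of genes from the GENCODE annotation lifted to GRCh37. Counts within 1.5 times of each other were taken as unmoved.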

Results

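To ask which mRNAs respond to PCAT1, the study used an shRNA against this long non-coding RNA in LNCaP-AI, a model of castration-resistant prostate cancer. FPKM values of 3 shPCAT1 and 3 shSCR samples were compared. The sums of listed FPKM were 267242, 271687 and 303477 in shSCR replicates 1 to 3 and 264020, 263353 and 264179 in shPCAT1 replicates 1 to 3. The sequencing depth is unknown. The targeted RNA, PCAT1, was not analysed here.

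The library of shSCR replicate 3 stood apart from the others. Across 10825 genes, its Pearson correlation with the other libraries ranged from 0.809 to 0.845, against 0.910 to 0.946 among the other 5 (a correlation across genes, which are not independent replicates). Its difference from the mean of shSCR replicates 1 and 2 rose with the GC content of the gene (Spearman rho = 0.582 across 10748 genes), whereas rho was -0.016 for shSCR replicate 1 against replicate 2. The difference between shPCAT1 and shSCR was related to GC content with rho = -0.532, and with rho = -0.252 when shSCR replicate 3 was left out. Genes called higher in shPCAT1 had a median GC content of 41.7% and genes called lower 55.5%, against 48.6% of all genes tested.

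**Figure D1:**
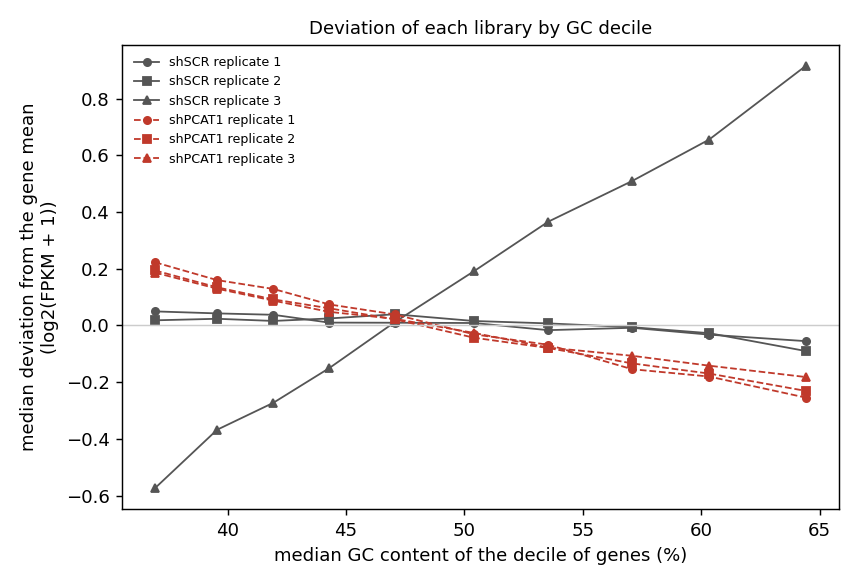
Median deviation of each library from the gene mean on the log2(FPKM + 1) scale (vertical axis) in 10 groups of genes ordered by GC content (horizontal axis, %). The line of shSCR replicate 3 runs from -0.57 in the group of lowest GC content to 0.92 in the highest. In these outermost groups the other 5 libraries lie closer to 0.

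In the samples that received the PCAT1 shRNA, the membrane metalloendopeptidase MME rose from 85.0 ± 22.5 to 374 ± 11.1 FPKM (mean ± SD, n = 3 each), 4.40 times the shSCR mean. The serine protease inhibitor SERPINI1 rose from 3.63 ± 1.34 to 42.9 ± 1.27 FPKM, the guanine nucleotide exchange factor DOCK10 from 1.70 ± 0.378 to 21.9 ± 0.409, the intermediate filament gene NES from 2.89 ± 1.66 to 20.4 ± 0.732 and the growth factor binding protein gene IGFBP3 from 7.88 ± 2.23 to 35.4 ± 4.36. The steroid-conjugating enzymes UGT2B17 and UGT2B15 reached 7.21 and 4.56 times their shSCR means. Both belong to a family of near-identical copies, between which short reads can be split, so their separate values are uncertain. In the other direction, the transporter ABCC11 fell from 16.8 ± 1.15 to 1.27 ± 0.159 FPKM, the MAP kinase phosphatase DUSP4 from 73.0 ± 10.5 to 13.4 ± 0.144, the collagen gene COL6A2 from 15.9 ± 5.99 to 1.35 ± 0.226 and the mitochondrial ribosomal protein gene MRPL14 from 24.8 ± 3.83 to 4.18 ± 0.680.

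In limma, 95 of 10825 genes were called at an adjusted p of at most 0.05, 36 higher and 59 lower in shPCAT1, and 1867 had an unadjusted p of at most 0.05. All 95 had groups that did not overlap, as did 32.5% of all genes tested, where chance gives 10%. On the log2(FPKM + 1) scale MME changed by 2.16 (SE 0.22, adjusted p = 0.0252), SERPINI1 by 3.29 (SE 0.25, adjusted p = 0.0176), DOCK10 by 3.09 (SE 0.17, adjusted p = 0.00323), ABCC11 by -2.97 (SE 0.15, adjusted p = 0.00322) and DUSP4 by -2.36 (SE 0.16, adjusted p = 0.00972). The remaining genes of the 12 largest increases were ANAPC13 (1.82), NUBPL (1.77) and ADM5 (2.28), besides 2 genes listed at 0 in every shSCR sample. The remaining genes of the 12 largest decreases were TNNT1 (-2.76), TUBB4A (-2.66), TMEM167A (-2.63), FBLN2 (-2.22), GNAL (-2.10), TRIM54 (-2.03) and KCNQ1 (-2.01), besides 1 gene listed at 0 in every shPCAT1 sample. After GC correction 139 of 10748 genes were called (61 higher, 78 lower). Of the 95 genes, 66 remained called. ADM5 did not, at a larger change with a larger error (2.80, SE 0.44, against 2.28, SE 0.23, adjusted p = 0.0522), nor did UGT2B15 (1.59, SE 0.35, against 1.86, SE 0.26, adjusted p = 0.110). NUBPL lost its call with upper quartile scaling (1.83, SE 0.28, against 1.77, SE 0.25, adjusted p = 0.0519). With a pseudocount of 0.1 the changes of TNNT1 (-4.67, SE 0.90, against -2.76, SE 0.31), TUBB4A (-4.36, SE 0.87, against -2.66, SE 0.34), ADM5, NUBPL and UGT2B15 were larger with larger errors, and these 5 were not called (adjusted p 0.0601 to 0.104). With a filter at a mean FPKM of 5, NUBPL (SE 0.31, adjusted p = 0.0881) and UGT2B15 (SE 0.28, adjusted p = 0.0602) were not called at the same changes. MME lies on chromosome 3 from 154798188 to 154898277 on the plus strand, and its highest transcript (ENST00000360490.6_1) has 23 exons. ABCC11 lies on chromosome 16 from 48200821 to 48281305 on the minus strand (ENST00000356608.6_1, 30 exons), and DUSP4 on chromosome 8 from 29190581 to 29208185 on the minus strand (ENST00000240100.6_1, 4 exons).

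The number of called genes depended on single libraries. It was 869 (393 higher, 476 lower) without shSCR replicate 3, and all 95 genes were among them. It was 11 without shSCR replicate 1, 8 without shSCR replicate 2, and 8, 4 and 6 without shPCAT1 replicates 1, 2 and 3. ABCC11, RHOB and RRAGA passed in each of these 6 fits.

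**Figure D2:**
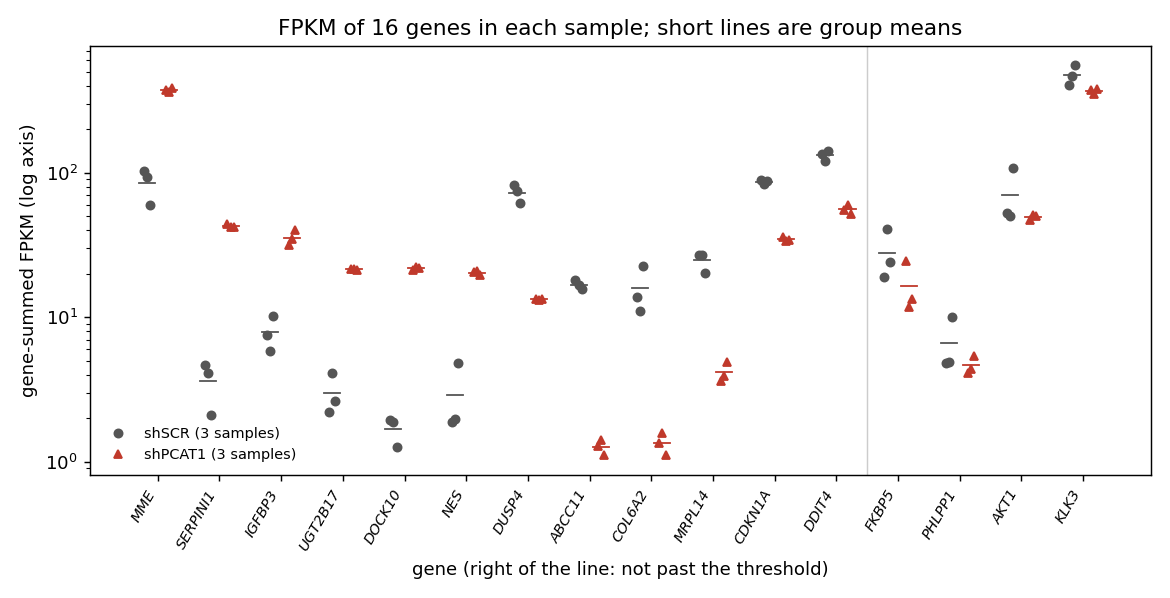
FPKM summed per gene (vertical log axis) of 16 genes in each of the 6 samples, with grey circles for shSCR, red triangles for shPCAT1 and short lines for the group means of 3 samples. In the 12 genes on the left the groups do not overlap, and the 4 on the right (FKBP5, PHLPP1, AKT1 and KLK3) did not pass the threshold.

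The largest fitted changes in either direction were those of 2 single-exon genes. The small GTPase gene RHOB, on chromosome 2 from 20646835 to 20649206, had 84.3, 90.6 and 121 FPKM in the shSCR samples and was listed at 0 in every shPCAT1 sample. RRAGA, which encodes a GTPase of amino acid sensing and lies on chromosome 9 from 19049393 to 19050981, was listed at 0 in every shSCR sample and had 27.4, 29.5 and 30.9 FPKM in the shPCAT1 samples. RPL10L was listed at 0 in every shSCR sample and had 5.44, 6.56 and 3.41 FPKM with shPCAT1. The highest transcript of each of these 3 genes has 1 exon, as in 1.26% of the genes tested. Genes below 0.01 FPKM in 3 libraries and at 1 FPKM or more in the other 3 numbered 22 over all 10 ways of splitting the 6 samples, 7 in the real split and at most 5 in another, and 14 of the 22 had 1 exon. Among them, chosen after its values were seen, HNRNPA0 was listed at 0 in shSCR replicates 1 and 2 and in shPCAT1 replicate 1.

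The genes behind the proteins that the study assayed or built its model on did not pass the threshold. FKBP5, which encodes the PCAT1 partner FKBP51, had 28.0 ± 11.6 FPKM in shSCR and 16.6 ± 6.99 in shPCAT1 (log2 change -0.72, SE 0.38, adjusted p = 0.383). The AKT phosphatase genes PHLPP1 and PHLPP2 changed by -0.36 (SE 0.30) and 0.29 (SE 0.17), and CHUK, which encodes IKKα, by 0.13 (SE 0.16). AKT1 changed by -0.41 (SE 0.31), RELA by -0.02 (SE 0.21) and BCL2 by 0.41 (SE 0.24). At the level of protein, the study reported FKBP51, IKKα and PHLPP as unaffected by the knockdown and Bcl-2 as lower. KLK3, added to these genes, encodes PSA, which the study's text names only for screening. It had 475 ± 75.3 FPKM in shSCR and 369.7 ± 14.1 in shPCAT1 (-0.35, adjusted p = 0.293). The proliferation genes MKI67 and PCNA had log2 changes of 0.32 (SE 0.14) and 0.26 (SE 0.13). After knockdown the study reported the opposite direction for their proteins, with fewer PCNA-positive cells in culture and lower Ki67 in mouse tumours. Of the 19 genes tested, 0 were called, the smallest adjusted p was 0.293, and 0 had an unadjusted p of at most 0.05 in limma against 3 in the ordinary test. Without shSCR replicate 3, 0 were called. A change of the phosphorylated proteins is not measured by RNA.

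The study asked whether PCAT1 acts on AKT signalling, by phosphorylated AKT and by the RNA of downstream targets. The list tested here holds genes of the pathway, inhibitors such as DDIT4 among them, so its median does not measure AKT activity. Of 91 measured genes of the PI3K, AKT and mTOR pathway, 1 rose and 3 fell. The cell cycle inhibitor CDKN1A fell from 86.9 ± 3.20 to 34.8 ± 1.21 FPKM (log2 change -1.30, adjusted p = 0.0223), the nitric oxide synthase NOS3 by 1.96 on the log2 scale (SE 0.21, adjusted p = 0.0275) and DDIT4, an inhibitor of mTOR complex 1, from 132 ± 10.7 to 55.9 ± 3.90 (-1.23, adjusted p = 0.0303). PIK3R1, a gene of PI3K regulatory subunits, rose from 6.76 ± 1.21 to 19.3 ± 0.701 (1.40, adjusted p = 0.0343), summed over its listed transcripts. Adjusted over the list alone, 2 rose and 12 fell. The list as a whole was not shifted against other genes (median log2 change -0.13, camera adjusted p = 0.327, adjusted p = 0.424 with an estimated correlation). By fry, which does not compare the list with other genes, the adjusted p was 0.0512 on balance and 0.00422 in either direction. In either direction fry also gave low adjusted p to WNT targets (0.000237) and MAP kinase feedback genes (3.6e-06), which camera did not call. Housekeeping genes had 0.328. A low value in either direction therefore does not mark this pathway out. After GC correction the changes of CDKN1A (-0.99, SE 0.16, against -1.30, SE 0.13) and DDIT4 (-0.90, SE 0.16, against -1.23, SE 0.14) were smaller with larger errors, and their calls ended (adjusted p = 0.0571 and 0.0618). NOS3 was not called with a filter at a mean FPKM of 5, at the same change with a larger error (SE 0.29, adjusted p = 0.0569). The list median was 0.01 after GC correction, -0.0026 without shSCR replicate 3 and -0.03 with upper quartile scaling or quantile normalization. The members called numbered 4 higher and 11 lower without shSCR replicate 3, and 0 without any other single library.

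Targets of NF-κB were the other pathway the study asked about. Of 42 measured targets, 31 lay below 0 and 11 above, with a median log2 change of -0.26, and 0 passed over all genes in limma, where 1 higher and 11 lower had an unadjusted p of at most 0.05, while the ordinary test called 2 lower. Adjusted over the list alone, 1 rose (the polo-like kinase PLK2, 1.27) and 1 fell (the stress response gene GADD45B, -0.84). JAG1 (-0.57, SE 0.13) and HLA-E (-0.70, SE 0.17) had the next smallest p. The list was shifted down in camera (adjusted p = 0.0432), with an adjusted p = 0.424 with an estimated correlation. The call was lost without shSCR replicate 1 (0.0556), shSCR replicate 3 (0.0506), shPCAT1 replicate 2 (0.0859) or shPCAT1 replicate 3 (0.0662), by fry (0.0831), with the replicate number as a block (0.0858), and after GC correction with all samples (0.0555, median -0.16) or without shSCR replicate 3 (0.0914), with a range of 0.00893 to 0.424 over 16 alternatives. Without shSCR replicate 3, 1 member was higher and 5 lower. The targets had a median GC content of 52.7%, against 48.6% of all genes tested.

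The study itself listed 39 transcripts of 35 genes as AKT- or NF-κB-dependent, on the basis of KEGG pathways and of lower expression in shPCAT1, so the list is not independent evidence of its direction. In the authors' deposited table all 39 had a p of at most 0.05 and 3 had a q of at most 0.05. The deposited log2 fold changes of the 39 ranged from -3.43 to -0.18, so not all of them reached the study's fold threshold. In limma 34 of the 39 were tested, the other 5 being below the filter, and 1, a DUSP4 transcript, passed. Summed per gene, DUSP4, CDKN1A, NOS3, MAP2K7 (-1.07) and the glycolytic enzyme ALDOA (-0.74) fell, 0 rose and 30 were not called, while 33 of 35 lay below 0 (median -0.76). Adjusted over the list alone, 25 fell and 1 rose. The camera test gave an adjusted p = 7.9e-15, with an adjusted p = 0.154 with an estimated correlation. For comparison, of 809 genes with 2 or more listed transcripts and any of them lower at a p of at most 0.05 in the authors' deposited table, 89.6% had a gene sum below 0 and 45.1% a sum lower at the same p in the ordinary test, against 92.0% and 76.0% of the 25 such genes of the list. The genes had a median GC content of 56.6%, and after GC correction the median change was -0.47. CDKN1A (adjusted p = 0.0571), MAP2K7 (-0.63, SE 0.27, against -1.07, SE 0.15, adjusted p = 0.319) and ALDOA (-0.34, SE 0.20, against -0.74, SE 0.11, adjusted p = 0.447) were then no longer called, at smaller changes with larger errors. MAP2K7 was also not called with quantile normalization (-1.02, SE 0.17, adjusted p = 0.0590) or upper quartile scaling (-0.98, SE 0.18, adjusted p = 0.0780). The same held for ALDOA (-0.73, SE 0.12, adjusted p = 0.0577, and -0.64, SE 0.13, adjusted p = 0.102). With a pseudocount of 0.1 both missed the threshold (0.0538) at changes of -1.18 and -0.74. The count lower was 21 without shSCR replicate 3, 1 without shSCR replicate 1, and 0 without shSCR replicate 2 or any of the shPCAT1 replicates.

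Cell cycle genes lay higher in shPCAT1. By growth assays the study reported reduced cell growth after PCAT1 knockdown, and growth is not measured by these lists. Of 75 genes of the G2 and M phases, 60 lay above 0, with a median log2 change of 0.23 (camera adjusted p = 1.7e-06, adjusted p = 0.168 with an estimated correlation). The kinetochore motor CENPE rose from 3.34 ± 0.783 to 11.8 ± 0.589 FPKM (1.57, adjusted p = 0.0343), and the mitotic kinesin KIF20B (1.31) passed when adjusted over the list alone, as 2 members did. KIF14 (0.76, SE 0.16) and the condensin subunit SMC4 (0.89, SE 0.19) did not. Genes of S phase and the G1/S transition had a median of 0.13 over 65 genes (adjusted p = 0.00440, 0.154 with an estimated correlation), with BRCA2 at 1.26 (SE 0.26) and RBBP8 at 0.74 (SE 0.21). Genes of homologous recombination and Fanconi anaemia repair had a median of 0.25 over 41 genes (adjusted p = 0.00493, 0.154 with an estimated correlation), with ATR at 0.69 (SE 0.16) and RAD50 at 0.62 (SE 0.16). In the S phase and repair lists 0 members were called over all genes or over the list alone in limma and 0 by the ordinary test, while 8 and 11 members were higher and 0 and 3 lower at an unadjusted p of at most 0.05 in limma. Without shSCR replicate 3, 10, 5 and 7 members of the 3 lists were higher and 0 lower, and 0 members were called without any other single library. The S phase list was not called by fry (0.140), and its median was 0.20 both without shSCR replicate 3 and after GC correction, 0.23 with upper quartile scaling and 0.24 with quantile normalization. The call of the repair list was lost after GC correction (0.0536, range 0.00147 to 0.154 over 16 alternatives). Their median GC content was 45.2%, 45.9% and 42.4%, below that of all genes.

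The interferon response genes lay lower, with 36 of 43 below 0 and a median of -0.36 (camera adjusted p = 0.00433, 0.360 with an estimated correlation). IFI35 fell from 3.76 ± 0.848 to 0.471 ± 0.302 FPKM (-1.70, adjusted p = 0.0485), and IFI6 (-1.22) and PSMB9 (-1.83) fell when adjusted over the list alone, where BST2 (1.87), an interferon-induced membrane protein gene, rose. IFI35 was not called after GC correction (-1.36, SE 0.24, against -1.70, SE 0.24, adjusted p = 0.0635), quantile normalization (-1.67, SE 0.25, adjusted p = 0.0530) or with a pseudocount of 0.1 (-2.85, SE 0.47, adjusted p = 0.0735). The interferon call was lost by fry (0.0512), with a filter at a mean FPKM of 5 (0.0628) and without shSCR replicate 1 (0.124, range 0.000114 to 0.360 over 16 alternatives), and without shSCR replicate 3 the list had 1 member higher and 5 lower. Hypoxia and glycolysis genes had a median of -0.31 over 45 genes (adjusted p = 0.0126, 0.187 with an estimated correlation), with falls of DDIT4 and ALDOA, the latter from 593 ± 19.1 to 354 ± 20.7 FPKM, and with 4 members lower when adjusted over the list alone and 5 without shSCR replicate 3. The hypoxia median was -0.13 without shSCR replicate 3 and -0.16 after GC correction, where DDIT4 (0.0618) and ALDOA (0.447) were not called. The p53 targets had a median of -0.38 over 44 genes (adjusted p = 0.0432, 0.424 with an estimated correlation). CDKN1A was the member that fell over all genes, and GADD45A (-0.91) was among the 4 lower and PLK2 the 1 higher when adjusted over the list alone. The p53 median was -0.10 without shSCR replicate 3 and -0.15 after GC correction, where CDKN1A was not called (0.0571). The p53 call was lost by fry (0.0512) and without shSCR replicate 1 (0.0561), shSCR replicate 3 (0.123, with 1 member higher and 4 lower) or shPCAT1 replicate 2 (0.123). It was also lost with a filter at a mean FPKM of 5 (0.0649), with the replicate number as a block (0.0858) and GC-corrected without shSCR replicate 3 (0.0522), with a range of 0.0158 to 0.424 over 16 alternatives. In these 3 lists 0 members were called without any single library other than shSCR replicate 3. Their median GC content was 51.0%, 50.4% and 50.3%. In all, 9 of 26 lists were called with the preset correlation and 0 with an estimated correlation. Splits of the samples that mixed shSCR with shPCAT1 gave up to 8 called lists with the preset correlation. Such calls alone therefore say little about the shRNA. By fry, 7 lists were called, 5 of them among the 9, and the 2 others were the luminal and the basal markers.

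**Figure D3:**
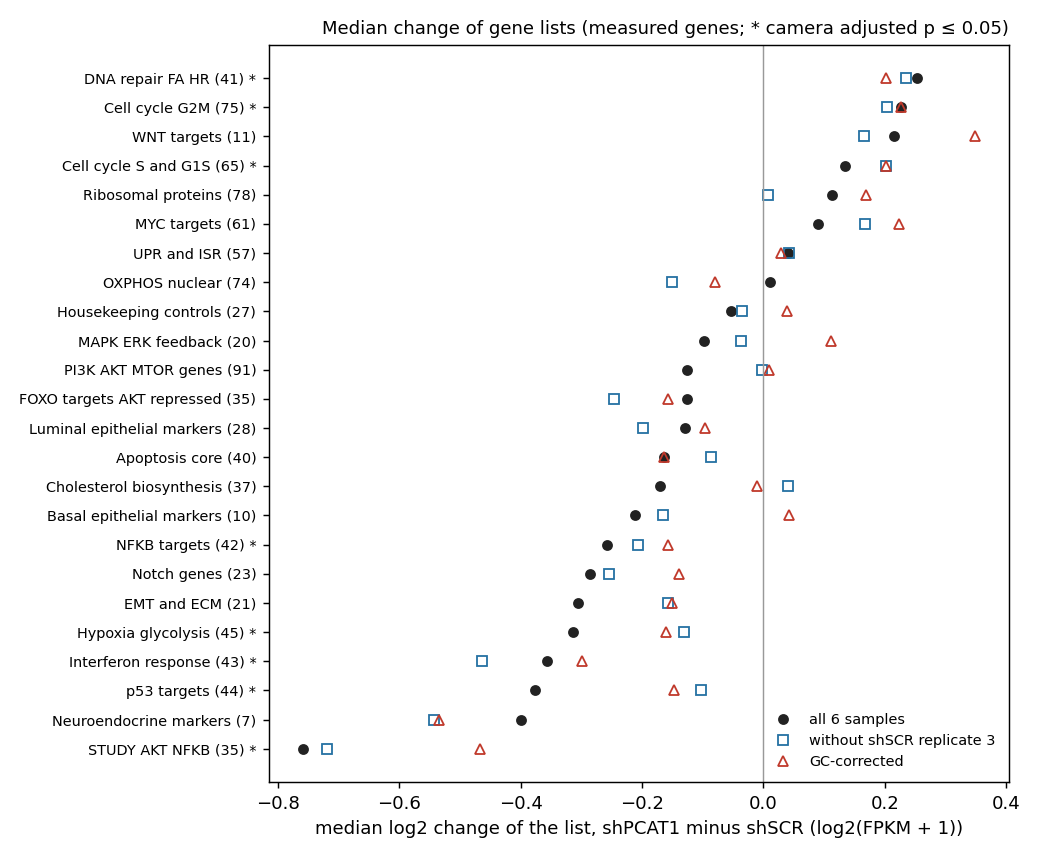
Median log2 change of the measured genes of each list shown (horizontal axis, shPCAT1 minus shSCR on the log2(FPKM + 1) scale, number of genes in parentheses, asterisk for a camera adjusted p of at most 0.05) in all 6 samples, without shSCR replicate 3 and after correction for GC content. In all 6 samples, the list picked by the study lies lowest of those shown, at -0.76, and the repair genes highest, at 0.25.

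Single transcripts were compared as in the study. Of the transcripts in the authors' deposited table, 1839 of 29091 transcripts (6.32%) had a fold change of at least 1.5 and a p of at most 0.05, 964 higher and 875 lower, and 63 of them had a q of at most 0.05. By p alone 2934 passed in the authors' deposited table, where 1455 would be expected by chance. Of the 1839 transcripts, 444 were the only listed transcript of their gene, so that the gene sum is the transcript itself. Of the other 1395, the gene sum passed the same thresholds in the same direction for 492, in the opposite direction for 10, and not at all for 893, and 48 genes had transcripts on both sides. In limma 20 of 20474 transcripts were called (12 higher, 8 lower), and the gene sum was called the same way for 8 of them. For 4 of the 8 the sum is the transcript itself, as the only one listed (RHOB, RRAGA, UGT2B17 and MRPL14), so that 4 of the 16 in genes with 2 or more listed transcripts remained. MAPK8IP1 (chosen after its values were seen) was the 1 gene with called transcripts in opposite directions. MAPK8IP1-001 had 12.2, 10.8 and 17.7 FPKM in the shSCR samples and was listed at 0 in every shPCAT1 sample, whereas MAPK8IP1-003 was listed at 0 in every shSCR sample and had 9.91, 9.84 and 10.7 FPKM in the shPCAT1 samples. The count of called transcripts was 86 without shSCR replicate 3, 10 and 2 without shSCR replicates 1 and 2, and 3, 1 and 1 without shPCAT1 replicates 1, 2 and 3. With single-end short reads, the share of each transcript in its gene is an estimate.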

Values the study reported

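For its comparison of transcripts, the study's methods state a fold change of at least 1.5 and a P value of at most 0.05. In a separate microarray comparison, it reported PCAT1 to be more than 2.0-fold higher in LNCaP-AI cells than in parental LNCaP cells.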

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

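The GC correction, alone or without shSCR replicate 3, was chosen after seeing the data, as were all alternatives for called transcripts whose gene sum was also called. The main limits were the 3 samples per group, the unknown depth and shSCR replicate 3, and except for the filter the cause was not tested. The count of 95 genes was 56 with a pseudocount of 0.1, 53 with a filter at a mean FPKM of 5, where fewer genes were tested, and 200 by the ordinary test. With each sample left out it ranged from 4 to 869, and GC-corrected and without shSCR replicate 3 it was 698. The count of 20 transcripts was 9 with a pseudocount of 0.1, 13 with no filter, 5 with a filter at 5, 13 with upper quartile scaling, 70 by the ordinary test and 32 GC-corrected, and 1 to 86 with each sample left out. The 8 transcripts with a gene sum called the same way numbered 3, 4, 3, 4, 4, 5, 44 and 18 with a pseudocount of 0.1, no filter, a filter at 5, upper quartile scaling, quantile normalization, limma without trend or robust fit, the ordinary test and the GC correction, 44 GC-corrected and without shSCR replicate 3, and 1 to 62 with each sample left out. The 1839 transcripts at the study's thresholds became 660 with a filter at 5, and 1396 to 2208 with each sample left out. The AKT pathway list was not called as shifted in 1 direction in any setting run (adjusted p 0.0512 to 0.810). By fry in either direction its adjusted p was 0.00422, but WNT targets (0.000237) and MAP kinase feedback genes (3.6e-06) had lower values there. The NF-κB targets lost their call with an estimated correlation (0.424), by fry (0.0831), GC-corrected (0.0555) and GC-corrected without shSCR replicate 3 (0.0914), and ranged from 0.0248 to 0.0859 with each sample left out. Of the 9 called lists, 0 were called with an estimated correlation, and 6 to 11 with each sample left out. The 5 lower genes of the study's own list were 3 with a pseudocount of 0.1, 3 with quantile normalization, 9 by the ordinary test, 3 GC-corrected, 16 GC-corrected and without shSCR replicate 3, and 0 to 21 with each sample left out. Of 140 named genes, MT-ND5 (called in no fit with all samples, listed at 0 in shSCR replicate 3) turned from 3.01 to a called change of -0.48 without that library and -0.49 GC-corrected without it, with a range of -0.48 to 4.77 with each sample left out. Not run were protein-coding transcripts alone, since all are of that class, the alternatives for PCAT1, which was not analysed here, and the other moderations and the ordinary test for lists, since camera and fry make their own fit. At the study's thresholds no filter and the ordinary test are the setting of the authors' table itself.

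The deviations of same-numbered samples from their group means had correlations of -0.024, -0.014 and 0.021 across genes, which gave no sign of pairing. The shSCR deviations carry the departure of shSCR replicate 3, so a pairing is not excluded. With the replicate block, 2 genes, 0 transcripts, 1220 transcripts at the study's thresholds, 0 of the study's own genes and 0 transcripts with a gene sum called the same way passed, and the NF-κB targets had an adjusted p of 0.0858. At an unadjusted p of at most 0.05, 1592 transcripts passed with the block in limma.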

Other observations

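The tests on shSCR replicate 3 and on other splits of the samples were chosen after the results were seen, as was the GC correction, and those on the shRNA seed before. The further lists given here, fixed before the data were examined, were not called by camera with all 6 samples and FPKM as deposited. Targets of FOXO that AKT represses had a median log2 change of -0.13 over 35 genes (camera adjusted p = 0.0655, and 0.00882 without shSCR replicate 3, range 0.00214 to 0.390 over 16 alternatives), with a median of -0.25 without that library, -0.23 without shSCR replicate 1, -0.03 with upper quartile scaling and -0.04 with quantile normalization. Among them were GADD45A at -0.91 (SE 0.15), FOXO1 at -1.10 (SE 0.21) and KLF4 at -0.88 (SE 0.17). Targets of MYC had a median of 0.09 over 61 genes (0.126, and 0.000673 without shSCR replicate 3, range 0.000114 to 0.747), with medians from -0.04 without shSCR replicate 1 to 0.29 GC-corrected without shSCR replicate 3, and with the nucleolar protein gene NOP58 at 0.88 (SE 0.15). The nuclear genes of oxidative phosphorylation had a median of 0.01 over 74 genes (0.596, and 0.00198 with a median of -0.15 without shSCR replicate 3, range 0.00198 to 0.916), and the median was 0.11 with upper quartile scaling and -0.08 after GC correction. The calls of these 3 lists without shSCR replicate 3 were lost with an estimated correlation, with adjusted p = 0.294 for the first and 0.404 for the second. After GC correction with all 6 samples camera called the FOXO (0.00956, adjusted p = 0.251 with an estimated correlation) and MYC targets (0.00516, adjusted p = 0.459 with an estimated correlation), and it called the MYC targets with upper quartile scaling (0.0491). An estimated correlation was not run with that scaling, and with FPKM as deposited it gave the MYC targets a camera adjusted p of 0.697. Ribosomal protein genes had a median of 0.11 over 78 genes (0.105, and 0.0124 without shSCR replicate 2, range 0.0124 to 0.989), a median of 0.01 without shSCR replicate 3, and were called after GC correction (0.0446, adjusted p = 0.623 with an estimated correlation). With all samples and FPKM as deposited, the estimated correlation gave them a camera adjusted p of 0.619, and it was not run without shSCR replicate 2.

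Among markers of cell identity, the luminal keratin KRT19 fell from 18.8 ± 4.35 to 4.41 ± 0.646 FPKM (n = 3 each, log2 change -1.86, limma adjusted p = 0.0319), and the prostatic acid phosphatase gene ACPP rose from 8.61 ± 0.997 to 18.8 ± 0.719 FPKM (1.04, SE 0.15, adjusted p = 0.0476). After GC correction ACPP was not called (0.93, SE 0.16, adjusted p = 0.0612), nor with a pseudocount of 0.1 (1.12, SE 0.16, adjusted p = 0.0541) or a filter at a mean FPKM of 5 (0.0549). KRT19 and ACPP were called without shSCR replicate 3 and in no fit without another single library. Against other genes camera did not call the luminal list (median -0.13 over 28 genes, adjusted p = 0.231), the basal markers (-0.21 over 10 genes, 0.478), the neuroendocrine markers (-0.40 over 7 genes, 0.105, and 0.0346 GC-corrected without shSCR replicate 3) or the genes of epithelial-mesenchymal transition and matrix (-0.31 over 21 genes, 0.225). With an estimated correlation, run for the neuroendocrine markers on FPKM as deposited, their camera adjusted p was 0.424. By fry, which makes no comparison with other genes, the luminal (adjusted p = 0.0131) and basal markers (0.00169) were lower on balance, and changed in either direction with 0.000237 and 5.4e-06, while the neuroendocrine (0.132) and transition lists (0.0512) were not called on balance. Fry was run on FPKM as deposited alone, and the medians moved with the setting. The basal median was 0.04 after GC correction and 0.23 with a filter at a mean FPKM of 5, the luminal median -0.03 with upper quartile scaling and -0.01 with quantile normalization, and the transition median -0.15 after GC correction. The cholesterol synthesis list, which also holds the fatty acid synthase gene FASN, went both ways, with 15 members above 0 and 22 below. HMGCS1 lay at 1.25 (SE 0.26) and FASN at -1.16 (SE 0.30), and 0 members were called over all genes or over the list alone. The list was not called by camera (median -0.17, and 0.04 without shSCR replicate 3, adjusted p = 0.689). The remaining lists, on Notch, apoptosis, WNT targets, feedback of MAP kinases, the unfolded protein response and housekeeping, were not called by camera (0.0602 to 0.910) or on balance by fry (0.0512 to 0.633). In either direction fry still gave WNT targets 0.000237 and feedback of MAP kinases 3.6e-06, against 0.328 for housekeeping. A low value in either direction therefore does not mark the luminal or basal markers out.

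The library of shSCR replicate 3 stood apart from the other 5. An exchange with an shPCAT1 library is argued against, since in 74.3% of the 869 genes called without it (62.9% after GC correction) it lay nearer to the other shSCR samples than to shPCAT1. Over 3652 genes with 1 listed transcript its highest correlation was 0.751, below the lowest among the others, 0.835. This argues against reads shared out among listed transcripts as the whole cause. Sharing with transcripts that were not listed stays open. A GC bias, on which 27.2% of the variance of its deviation falls, may be part. After GC correction its highest correlation was 0.879 and the lowest among the others 0.913. The bias that this correction removes is therefore not the whole. The correction used the GC content of the highest transcript of each gene, so a GC bias within transcripts stays open. It had 24166 transcripts above 0, against 27104 to 27663 in the other libraries. It had 299 genes listed at 0, against 168 to 215. Whether depth or RNA quality differed was not tested. What else set it apart stays open, and no biological explanation was tested, since the design gives none within a group.

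It was asked whether genes lower in shPCAT1 could be off-targets of the shRNA through its seed. Over 2340 genes with a match to guide bases 2 to 8 in the 3′ UTR, the mean GC-corrected change, adjusted for length, GC content and level, was -0.01 (SE 0.01). Among 15486 7-mers the guide match ranked at 22.9% from the lowest (95% bootstrap interval 12.3% to 58.2%) and the passenger match at 45.2% (18.2% to 75.8%), both outside the lowest 1% set in advance. In simulated data a fall of 0.2 planted in all carriers put either match in the lowest 1% in 20 of 20 draws, and a fall of 0.1 in 8 of 20 for the guide and 10 of 20 for the passenger. A fall shared by all carriers is argued against at the larger size. At a planted fall of 0.1 the median rank was 1.41% for the guide and 1.03% for the passenger. Both lie below the intervals of the real ranks, which argues against that size too. A fall below 0.1, or one on few genes, stays open. The guide was taken as the exact reverse complement of the 20-base target, and other guide ends were not tested.

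The 6 samples can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split was the 1 of 10 that gave as many called genes (95, highest other 6), called transcripts (20, highest other 11), transcripts at the study's thresholds (1839, highest other 645) and called lists (9, highest other 8, and 8 against 7 without the list the study picked). For called lists the real split hardly stood out from the highest other. The study's own list gave 5 lower genes, highest other 0, but its genes were picked as lower in the real split, so that comparison says nothing on chance.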
